A study of Homo sapiens with 6 samples.

How the data were processed

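RNA was measured in 6 samples of 5637, a human bladder cancer cell line: 3 transfected with an empty vector (control) and 3 transfected with a MAT1A plasmid. Per the labels' protocols, cells in a 24-well plate were transfected with a lipid reagent at about 50% confluency, lysed directly 48 h later, and total RNA was purified on spin columns. TruSeq RNA version 2 libraries, a kit that does not mark the strand of the transcript, were sequenced on a NextSeq 500 with 36-cycle reads. Groups and replicate numbers came from the sample titles, and all 6 columns of the table matched those titles. The labels do not say whether the replicates were separate cultures.

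The authors deposited a table of 13271 genes whose values are a signal, the reads of a gene on a CPM-like scale, relative to a scaled library size, and not raw counts. The submitters' processing notes name STAR 2.6.0c, featureCounts and edgeR with the hg38 build; the annotation and the settings of these tools are not given in the sources used here. The column sums ran from 997732 to 1015440, so the scaling was close to, but not the same as, plain CPM. In every column 100% of the values were whole multiples of a single step to within 0.001 reads, and this step was taken as the worth of 1 read. The reads recovered in this way summed to 17.4, 19.8 and 20.7 M in control libraries 1, 2 and 3, and to 18.7, 19.8 and 21.6 M in MAT1A libraries 1, 2 and 3. A floor of 3 reads therefore lay between 0.140 and 0.172 on the deposited scale; it covers counting error only, since reads without molecular identifiers are not independent molecules. The lowest row total was 25 reads, and none of the 13 mitochondrially encoded genes looked for was listed, so rows had been removed before deposit. There were 0 blank and 0 duplicated gene names.

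The test planned for counts was edgeR's quasi-likelihood test. Because the table held scaled values, the main test was the one planned for that case: limma 3.58.1 with an intensity trend on log2(value + 1), run in R 4.3.3 on the 12866 genes with a value of at least 1 in at least 3 libraries. P-values were adjusted by the Benjamini-Hochberg method over those genes, and genes with adjusted p under 0.05 were called. Fold changes are differences of log2(value + 1), MAT1A minus control, which understates the change of genes with low values. Levels are given as mean ± SD over 3 libraries on the deposited scale. Of the 29 gene lists fixed before the data were examined, 27 had at least 2 tested members and were tested with limma's camera at a preset inter-gene correlation of 0.01, with adjustment over the lists. MAT1A was left out of its own list. Lists chosen after the data were seen were adjusted over those later lists only, so their adjusted p-values are not comparable with those of the fixed lists. For each list, members were also counted after adjustment over the list alone, camera was rerun with an estimated correlation, and fry was run as a test of each list by itself.

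Genes named in the text followed a rule also fixed beforehand: MAT1A, and the 8 largest rises and 8 largest falls among called genes with a mean of at least 5 and no overlap between groups. To these were added up to 3 called members of each list per direction with the smallest p, and MAT2A, MAT2B and AHCY whether called or not. A list with no called member was to give up to 2 members as values. One gene that the rule named is not reported here. Other genes are marked as chosen after their values were seen. Positions are from GENCODE release 29 on GRCh38, the same build as hg38; 13250 of the 13271 symbols matched. With unstranded 36-cycle reads, overlapping genes and near-identical copies could not be told apart, and how the authors' counting treated reads that fit several places is not given in the sources used here.

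Duplicate libraries were looked for with a chi-square statistic per degree of freedom on recovered reads. It lay between 1.86 and 4.39 for pairs of the same group, above the sampling noise, and between 7.33 and 12.1 for pairs across groups. The groups share replicate numbers in the titles. After group means were removed, libraries with the same number deviated together across genes, with correlations of 0.25, 0.18 and 0.19 for numbers 1, 2 and 3. Each was over 0.1, so the numbers were treated as pairing the samples, a pairing that comes from the data and not from a label. The main fit has no replicate block, and a blocked value stands beside a result where it changes the call or moves a count of calls by over 1.5 times.

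Alternatives fixed beforehand were DESeq2 size factors, upper-quartile scaling and library size without MAT1A, DESeq2 1.42.0 and limma-voom on the recovered reads, no filter, a stricter filter of at least 5, a pseudocount of 0.1, an adjusted p under 0.01, a change of at least 1.5-fold, the replicate block, and leaving out each library in turn. Alternatives chosen after the data were seen were edgeR 4.0.16 on the recovered reads of all 6 libraries, the skeletal muscle level of each library as a covariate, leaving out muscle genes and nuclear copies of mitochondrial genes, and removing from each library its smooth trend on exon length and GC content, also with the replicate block and also with library medians set back to those before. On the recovered reads, edgeR's quasi-likelihood test called 1451 genes.

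The scripts were tested on data simulated from the real means and library sizes for this comparison, with 50 genes changed at each of 4 fold sizes. Over 12837 simulated genes tested, limma recovered 76% of the genes changed 1.25-fold, 78% at 1.5-fold, 96% at 2-fold and 100% at 4-fold. Of its 189 calls, 14 were genes simulated as unchanged. A gene list shifted 1.5-fold was found, and 0 other lists were called. With means and library sizes taken from the data, this does not test camera on lists whose members are correlated. The estimated correlation was 0.87 for the ribosomal list.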

Results

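The human bladder cancer line 5637 was transfected with a plasmid carrying MAT1A or with an empty vector, and its RNA was sequenced 48 h later in 3 libraries per group. MAT1A encodes the liver-type methionine adenosyltransferase, which makes S-adenosylmethionine, the main methyl donor of the cell, from methionine and ATP. Most tissues other than liver rely on the enzyme encoded by MAT2A. The deposited values, reads on a CPM-like scale (relative to a scaled library size), covered 13271 genes. They corresponded to 17.4, 19.8 and 20.7 M reads in control libraries 1, 2 and 3 and to 18.7, 19.8 and 21.6 M in MAT1A libraries 1, 2 and 3. The labels define a single comparison, MAT1A plasmid against empty vector, which asks which transcripts differed 48 h after MAT1A was introduced. The first principal component held 59.8% of the variance and separated the groups, and the second held 13.7%. Nothing in the labels says that the replicates were separate cultures, so p-values measure only the spread between these libraries, which may be technical.

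MAT1A transcripts were abundant in every library that received the plasmid and scarce in every control library. The gene lies on chromosome 10, positions 80271820 to 80289684 of GRCh38, on the minus strand. Its value was 1.09, 0.253 and 4.54 in control libraries 1, 2 and 3, from 19, 5 and 94 reads. In MAT1A libraries 1, 2 and 3 it was 1805, 1834 and 1917, from 33482, 35688 and 41113 reads. The group means were 1.96 ± 2.27 and 1852 ± 58.0 (SD, n = 3 each), a 945-fold ratio of means that rests on control 3 (2757-fold without it), and the log2 change was 9.57 with a standard error of 0.31 (limma, Benjamini-Hochberg adjusted p = 3.1e-12). Reads of the plasmid transcript and of the cell's own gene were counted together.

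Among the enzymes that make and use S-adenosylmethionine, the clearest change was in MAT2A, which fell from 304 ± 5.22 to 210.2 ± 10.7 (SD, n = 3), a log2 change of -0.53 ± 0.04 (SE; limma adjusted p = 2.5e-08). MAT2B, the regulatory subunit of the MAT2A enzyme, stood at 95.6 ± 3.91 and 90.0 ± 2.85, a difference that did not pass (log2 change -0.09, adjusted p = 0.187; -0.005 with the length and GC trend removed). AHCY, which hydrolyses the S-adenosylhomocysteine left after methyl transfer, rose from 336 ± 10.4 to 365 ± 14.2 (log2 change 0.12, adjusted p = 0.0338). Of the 22 tested genes of the methionine cycle and polyamine list, 3 rose, 3 fell and 16 were not called; adjusted over the list alone, 4 rose and 3 fell. Besides AHCY, the amino acid transporter gene SLC7A5 rose by a log2 change of 0.22 and the spermidine synthase gene SRM by 0.15. Besides MAT2A, the 2 falling genes were those of the polyamine enzymes AMD1 (log2 change -0.17) and ODC1 (-0.10). The list as a whole did not stand apart from other genes (camera, adjusted p = 0.433; 0.525 with an estimated correlation). MAT2A, AMD1 and SLC7A5 stayed called when any single library was left out. AHCY lost its call without control 1, control 3, MAT1A 1 or MAT1A 2, SRM without any library but MAT1A 3, and ODC1 without any library but MAT1A 2, with adjusted p up to 0.182, 0.164 and 0.211. The log2 change of SRM was 0.088 without MAT1A 2, and that of AMD1 -0.10 with the length and GC trend removed. MAT2A shares 558 bases of exon with GGCX on the opposite strand, whose log2 change was 0.08 (adjusted p = 0.185).

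**Figure D1:**
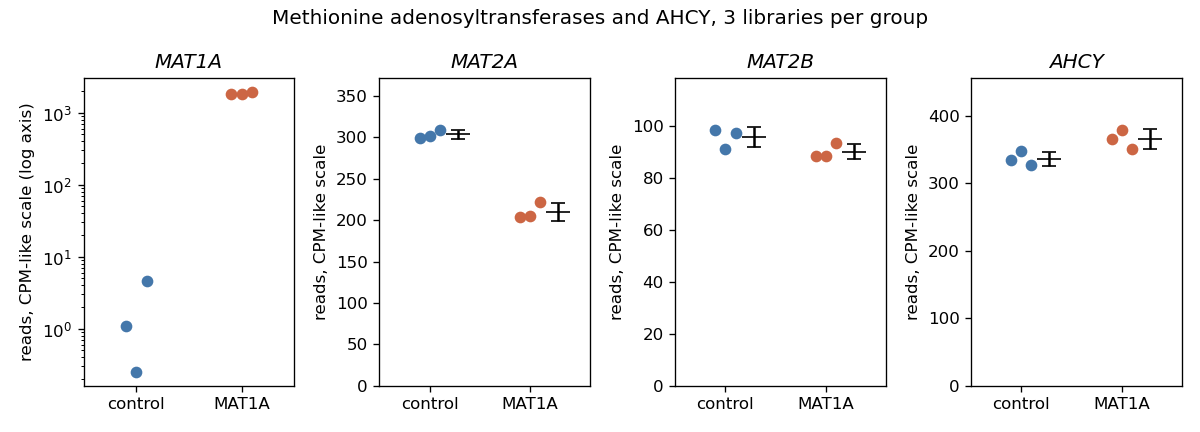
Values of MAT1A (log axis) and of MAT2A, MAT2B and AHCY (linear axes from 0), in reads on the deposited CPM-like scale, with 1 point per library; bars are mean ± SD over 3 libraries and are not drawn for MAT1A. The 3 MAT1A-transfected libraries sit between 1805 and 1917 for MAT1A against 0.253 to 4.54 in control, and at a mean of 210.2 against 304 for MAT2A.

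Among the genes called in the main fit, more were lower than higher in the MAT1A libraries, and the larger changes were mostly falls. Of 12866 genes tested, 1468 passed (limma, Benjamini-Hochberg adjusted p under 0.05), of which 516 were higher and 952 lower, and 3373 had an unadjusted p under 0.05. The median log2 change was 0.17 among the higher genes and -0.28 among the lower ones. By the fitted value, 6 genes, the transfected MAT1A among them, were higher and 73 lower by at least 2-fold. The 73 include skeletal muscle genes such as ATP2A1 and MYH4 (log2 change -1.95 each), whose values also differed among the control libraries. A 2-fold count without muscle genes is not given here. With muscle genes and nuclear copies of mitochondrial genes left out, 563 genes were called higher and 954 lower. The 3 control and 3 MAT1A libraries did not overlap for 30.3% of the tested genes, where chance gives 10%. With the replicate number as a block, 2310 genes passed, 974 higher and 1336 lower. With each library's trend on exon length and GC removed, 2211 genes passed, 1283 higher and 928 lower, a higher share of 58.0% against 35.1%, and with the block as well 2761, 1662 higher and 1099 lower. That correction also moved the median log2 change of all genes from 0.004 to 0.023; with library medians set back, 1879 passed, 794 higher and 1085 lower, a higher share of 42.3%. Without control 1 the count was 782, and without control 3 it was 749.

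The 8 largest rises by the naming rule were led by genes of stratified epithelium. SPRR2E, SPRR2A and SPRR2D, which encode small proline-rich proteins of the cornified envelope, rose by log2 changes of 1.15, 0.70 and 0.70. SPRR2E went from 7.40 ± 0.62 to 17.6 ± 0.65 and SPRR2A from 59.5 ± 3.40 to 97.4 ± 2.03 (SD, n = 3); with near-identical copies in 1 cluster on chromosome 1, the reads of each SPRR2 gene are uncertain. S100A9, which encodes a subunit of calprotectin, rose from 119 ± 12.1 to 254 ± 38.2 (log2 change 1.08 ± 0.08, SE; adjusted p = 7.1e-08). KRT13, a keratin gene of non-cornified stratified epithelia, rose by 0.87 and NECTIN4, which encodes an adhesion molecule, by 0.70. ALPP (placental alkaline phosphatase) rose by 0.80 and HR (the hairless corepressor) by 0.67.

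The 8 largest falls included 3 transcription regulators of the circadian clock. NR1D1, on chromosome 17 at 40092787 to 40100725, fell from 120.7 ± 7.14 to 21.2 ± 1.09 (SD, n = 3; log2 change -2.45 ± 0.05, SE; limma adjusted p = 6.3e-15). It shares 263 bases of exon with THRA on the opposite strand, whose log2 change was 0.01. BHLHE41 fell from 17.7 ± 0.31 to 2.40 ± 0.21 (log2 change -2.46) and PER1 from 23.7 ± 1.76 to 4.11 ± 0.40 (-2.27). TRAF1 encodes a signalling adaptor of tumour necrosis factor receptors. On the log2(value + 1) scale it had the largest fall among called genes, from 36.3 ± 2.37 to 5.54 ± 1.26 (log2 change -2.53). By the ratio of MAT1A to control means BHLHE41 fell further (0.135 against 0.153 for TRAF1). The histone genes HIST1H2BG and HIST1H2AC fell by log2 changes of -2.18 and -2.005. The last 2 were skeletal muscle genes, ATP2A1 (a sarcoplasmic reticulum calcium pump) and MYH4 (a fast myosin heavy chain), both at -1.95. Their control values were spread widely: ATP2A1 was 80.4, 26.7 and 14.9 in control 1, 2 and 3 and 13.8, 5.81 and 5.13 in MAT1A 1, 2 and 3. Without control 1 their log2 changes were -1.30 and -1.27.

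**Figure D2:**
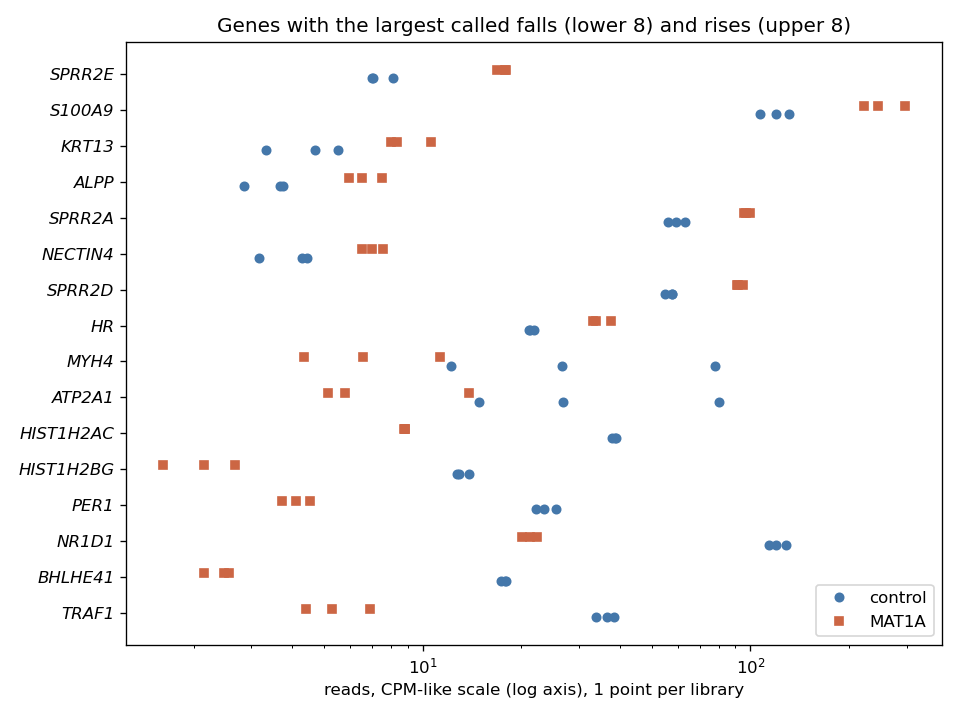
Values of the 8 largest rises and 8 largest falls among called genes with a mean of at least 5 and no overlap between groups, in reads on the deposited CPM-like scale on a log axis, with 1 point per library (circles control, squares MAT1A). By that choice the groups do not overlap; NR1D1 sits at a mean of 120.7 in control and 21.2 in MAT1A libraries, while ATP2A1 spreads from 14.9 to 80.4 within the control group.

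Most tested genes of inflammatory signalling fell. In the NF-κB and inflammatory cytokine list, 20 of 29 tested genes fell and 2 rose; adjusted over the list alone, 20 fell and 4 rose. TNFAIP3, which encodes a feedback inhibitor of NF-κB, fell from 542 ± 19.1 to 298 ± 3.39 (SD, n = 3; log2 change -0.86). TNFAIP2 fell from 145 ± 7.70 to 73.8 ± 1.69 (-0.96) and ICAM1, an adhesion molecule gene, from 48.6 ± 2.41 to 22.4 ± 2.02 (-1.08). Chosen after their values were seen, TNF fell by a log2 change of -1.91, IL6 by -1.34 and CXCL8 by -0.36. The 2 members that rose were IL36G (log2 change 0.66), an epithelial cytokine gene, and C3 (0.23), the gene of a complement component. The list's median log2 change was -0.36 (camera adjusted p = 1.4e-17; adjusted p = 0.119 with an estimated correlation).

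Immediate early genes, which answer growth factors and stress within minutes, and interferon response genes were also lower. Of 25 tested immediate early genes, 17 fell and 0 rose, and all 25 lay below 0; adjusted over the list alone, 20 fell. EGR1 fell from 41.6 ± 4.41 to 12.7 ± 1.30 (log2 change -1.64), ATF3 from 49.3 ± 4.67 to 21.5 ± 1.43 (-1.16) and KLF4 from 76.1 ± 2.20 to 51.2 ± 1.28 (-0.56). The list's median was -0.22 (camera adjusted p = 6.2e-17; adjusted p = 0.119 with an estimated correlation). Of 30 tested interferon response genes, 16 fell and 0 rose; adjusted over the list alone, 19 fell. Their levels were low: IFIT2 fell from 8.67 ± 1.09 to 2.41 ± 0.22 (log2 change -1.50), IFIT1 from 3.92 ± 0.91 to 0.810 ± 0.38 (-1.45) and MX1 from 14.4 ± 2.87 to 6.61 ± 0.53 (-1.01). The median of that list was -0.33 (camera adjusted p = 2.1e-12; adjusted p = 0.140 with an estimated correlation), and -0.19 with the stricter filter of at least 5. With a pseudocount of 0.1 the log2 change of IFIT1 was -2.2. IFIT genes are a family of similar sequences, and IFIT2 shares 65 bases of exon with LIPA on the opposite strand.

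**Figure D3:**
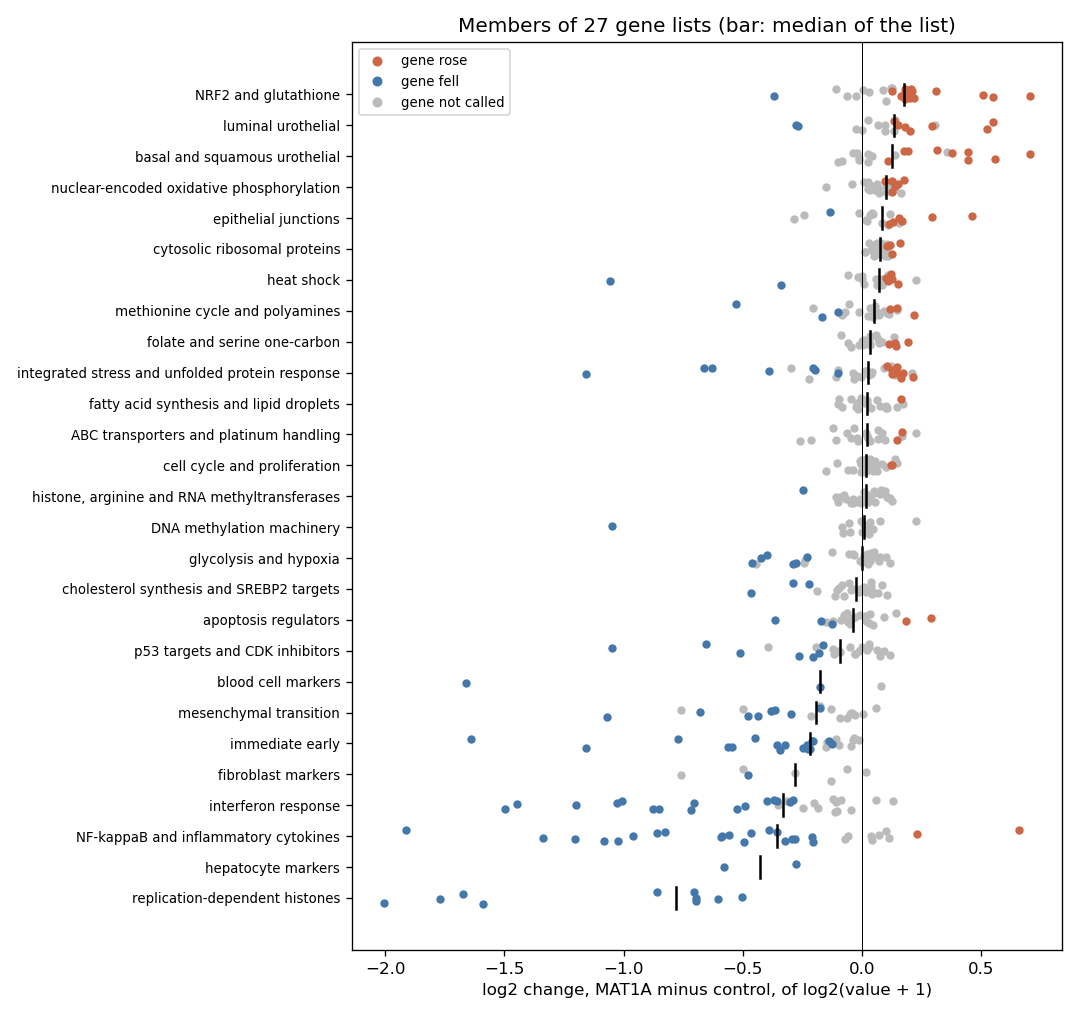
Log2 change of each tested member of 27 gene lists (x axis, MAT1A minus control on the log2(value + 1) scale), lists ordered by their median (black bar); red points rose, blue points fell and grey points were not called. Replication-dependent histones have the lowest median (-0.78), and the NRF2 and glutathione list the highest (0.17).

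All 10 tested replication-dependent histone genes, of 28 listed, fell, as they did adjusted over the list alone. Such genes are mainly expressed in S phase without a poly(A) tail, and several of them also give polyadenylated transcripts. HIST1H2AC fell from 38.4 ± 0.56 to 8.81 ± 0.04 (SD, n = 3), HIST2H2BE from 15.6 ± 1.11 to 3.88 ± 0.37 and HIST1H2BC from 5.55 ± 0.16 to 1.17 ± 0.09, log2 changes of -2.005, -1.77 and -1.59. The median was -0.78 (camera adjusted p = 5.2e-18), and among the 27 lists only this call held with an estimated correlation (adjusted p = 0.0190). With the stricter filter of at least 5, which leaves fewer members, the median was -1.59. Copies of these genes are alike, so their reads are uncertain. Of 35 tested cell cycle and proliferation genes, 2 rose (PCNA 0.13, CDC6 0.12) and 0 fell (4 and 2 with the replicate block), with 0 called adjusted over the list alone, and the list did not pass (camera adjusted p = 0.0754; 0.394 with an estimated correlation). It did pass without control 2 (adjusted p = 0.0404), without MAT1A 1 (0.0330) and with the length and GC trend removed (0.0174; 0.0131 with the block as well, but 0.0655 with library medians set back). Without control 1 or control 3 neither PCNA nor CDC6 was called, and CDC6 was also lost without MAT1A 1 or MAT1A 3 (adjusted p up to 0.201). Of 25 tested p53 targets and CDK inhibitors, 7 fell and 0 rose, also adjusted over the list alone. GADD45A, a growth arrest and DNA damage gene, fell from 198 ± 12.4 to 95.1 ± 1.09 (log2 change -1.05), CDKN2B, a CDK inhibitor gene, from 19.3 ± 1.12 to 11.95 ± 1.71 (-0.66), and TNFRSF10B, a death receptor gene, by -0.16. The median of the list was -0.09 (camera adjusted p = 0.00254; adjusted p = 0.123 with an estimated correlation), and -0.056 with the length and GC trend removed.

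Among the genes called, most epithelial genes were higher, and the mesenchymal genes were lower, in the MAT1A libraries. Of 20 tested basal and squamous urothelial genes, 9 rose and 0 fell (9 and 2 adjusted over the list alone, and also with the replicate block). The keratin gene KRT17 rose from 585 ± 30.1 to 795 ± 35.1 (SD, n = 3; log2 change 0.44) and SPRR1B from 38.6 ± 2.31 to 57.2 ± 1.90 (0.56). The list's median was 0.13 (camera adjusted p = 2.5e-06; adjusted p = 0.119 with an estimated correlation), and 0.077 without MAT1A 2. Of 18 tested luminal urothelial genes, 7 rose and 2 fell (9 and 2 adjusted over the list alone). The epithelial transcription factor genes GRHL3 and ELF3 rose by log2 changes of 0.53 and 0.29 and GPX2 by 0.55, while KLF5 (-0.27) and GATA3 (-0.28), also transcription factor genes, fell. GPX2, at 0.681 ± 0.18 and 1.45 ± 0.15, lost its call without control 1 (adjusted p = 0.0762, the highest of the 6 leave-one-out fits). The luminal list had a camera adjusted p of 0.00315 (adjusted p = 0.123 with an estimated correlation). Of 19 tested epithelial junction genes, 6 rose and 1 fell (7 and 3 adjusted over the list alone, 7 and 2 with the replicate block; camera adjusted p = 0.00332; adjusted p = 0.119 with an estimated correlation). OVOL1, CLDN7 and CDH1, the gene of E-cadherin, rose by log2 changes of 0.46, 0.29 and 0.15. TJP1 fell by 0.13 on the log2 scale and lost its call without control 1, control 2, control 3 or MAT1A 2 (adjusted p up to 0.0976; log2 change -0.089 without MAT1A 2).

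Of 22 tested genes of the mesenchymal transition list, 8 fell and 0 rose (10 and 0 adjusted over the list alone). VIM, the gene of the intermediate filament vimentin, fell from 284 ± 2.52 to 218 ± 3.07 (SD, n = 3; log2 change -0.38), and SNAI2 from 114 ± 4.51 to 83.9 ± 0.21 (-0.44). The median was -0.19 (camera adjusted p = 1.7e-08; adjusted p = 0.123 with an estimated correlation). Without control 1, the library with the highest level of muscle genes, the median was -0.11 and the list was still called (camera adjusted p = 1.5e-06), as it was with the muscle level of each library as a covariate (median -0.091, adjusted p = 0.00043). COL1A1, a collagen gene that belongs to both the mesenchymal and the fibroblast list, was 171, 118 and 112 in control 1, 2 and 3 and 93.8 ± 2.75 in the MAT1A libraries. Its log2 change was -0.48, -0.29 without control 1, and -0.15 and not called with the muscle covariate (adjusted p = 0.421). VIM shares 641 bases of exon with VIM-AS1 on the opposite strand, whose log2 change was -0.23 (adjusted p = 0.372).

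In lists of redox metabolism and ribosomal proteins, most of the called genes were higher. Of 25 tested genes of the NRF2 and glutathione list, 15 rose and 1 fell (16 and 1 adjusted over the list alone). The quinone reductase gene NQO1 rose from 198 ± 4.12 to 247 ± 9.66 (SD, n = 3; log2 change 0.31), the peroxiredoxin gene PRDX1 by a log2 change of 0.20 and the transketolase gene TKT by 0.18. OSGIN1 fell by 0.37 on the log2 scale and lost its call without control 2, control 3 or MAT1A 2 (adjusted p up to 0.0805). The NRF2 list's median was 0.17 (camera adjusted p = 2.2e-09; adjusted p = 0.119 with an estimated correlation). All 39 tested cytosolic ribosomal protein genes lay above 0, with a median of 0.08, but only 4 of them rose (8 adjusted over the list alone, 30 with the replicate block). RPL7 rose from 421 ± 10.4 to 470 ± 20.5 (log2 change 0.16), and RPS2 and RPLP2 by log2 changes of 0.12 each. RPS2 and RPLP2 lost their calls without any library but MAT1A 3 (adjusted p up to 0.183 and 0.209). They also lost them with library sizes that leave MAT1A out, which lowered the median log2 change of all genes from 0.004 to -0.007. Without MAT1A 2 their log2 changes were 0.073 and 0.074. The ribosomal list had a camera adjusted p of 4.2e-09 (adjusted p = 0.404 with an estimated correlation), and its median was 0.044 without MAT1A 2. Of 32 tested nuclear-encoded oxidative phosphorylation genes, 6 rose and 0 fell (14 and 0 adjusted over the list alone), and 13 rose with the replicate block. Their median was 0.10 (camera adjusted p = 2.5e-06; adjusted p = 0.370 with an estimated correlation), and 0.060 with the muscle covariate. The ATP synthase gene ATP5F1B rose from 878 ± 12.8 to 992 ± 25.0 (log2 change 0.18), and the cytochrome c oxidase genes COX5A and COX5B rose by 0.14 and 0.15. COX5A lost its call without control 1 or control 2, and COX5B without control 1, control 3, MAT1A 1 or MAT1A 2 (adjusted p up to 0.0687 and 0.164).

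Most chaperone and one-carbon genes were not called. Of 18 tested heat shock genes, 5 rose and 2 fell (7 and 2 adjusted over the list alone, 8 and 2 with the replicate block). The mitochondrial chaperone gene HSPD1 rose from 836 ± 10.4 to 929 ± 13.6 (SD, n = 3; log2 change 0.15), HSPA4 by a log2 change of 0.12 and DNAJB1 by 0.13. The 2 falling members were DNAJB4 (-0.34) and CRYAB (-1.06), a small heat shock protein gene abundant in muscle, which was 5.68, 1.11 and 1.11 in control 1, 2 and 3 and 0.495 ± 0.18 in the MAT1A libraries; with the muscle covariate its log2 change was -0.07 and not called. The list's median was 0.07, its mean -0.01 and its camera direction up (adjusted p = 0.0128; adjusted p = 0.123 with an estimated correlation), and the muscle covariate ended its call (median 0.045, adjusted p = 0.0548). Leaving out a library ended the calls of HSPA4, DNAJB4 (control 1 or control 3), DNAJB1 (control 1, control 3 or MAT1A 1) and CRYAB (MAT1A 1 or MAT1A 3), with adjusted p up to 0.112, 0.0719, 0.102 and 0.0598. Of 21 tested folate and serine one-carbon genes, 4 rose and 0 fell, also adjusted over the list alone. They included MTHFD1 (log2 change 0.19), ATIC (0.14) and GART (0.11), enzymes of folate interconversion and purine synthesis. That list's median was 0.03 (camera adjusted p = 0.0238; adjusted p = 0.123 with an estimated correlation), and its call was lost without MAT1A 2 (median 0.018, adjusted p = 0.0606, the highest of the 6 leave-one-out fits) and with the muscle covariate (0.052, adjusted p = 0.0548). The median was also 0.018 without control 3 and with the length and GC trend removed and library medians set back, 0.021 with library sizes that leave MAT1A out, and 0.068 without MAT1A 3. GART was not called without control 1, control 2 or control 3 (adjusted p up to 0.0887).

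Lists of stress, metabolism, apoptosis, transport and methylation did not pass camera. In the integrated stress and unfolded protein response list, 8 of 34 tested genes rose and 7 fell (9 and 10 adjusted over the list alone; adjusted p = 0.712). The rising members included SLC3A2, an amino acid transporter gene (log2 change 0.21), and the endoplasmic reticulum chaperone genes HSPA5 (0.17) and PDIA4 (0.16). The falling ones included PPP1R15A (-0.66), ATF3 (-1.16) and ASNS (-0.63), which are induced when translation initiation factor eIF2 is phosphorylated. ASNS had low values, 1.36 ± 0.31 in control and 0.519 ± 0.037 in MAT1A libraries, so its log2 change is understated. This list's median was 0.03, its mean -0.06, its camera direction up and its fry direction down; the median ran from 0.003 without MAT1A 3 to 0.062 without MAT1A 2, and was 0.0615 with the length and GC trend removed. Of 29 tested glycolysis and hypoxia genes, 6 fell and 0 rose (7 and 0 adjusted over the list alone, 7 and 1 with the replicate block; adjusted p = 0.146), with ADM (-0.46), BNIP3 (-0.42) and NDRG1 (-0.40) the leading members. It passed as falling without control 3 (adjusted p = 0.0074), without MAT1A 2 (0.00041) and with the length and GC trend removed (0.0408, 0.0356 with library medians set back). Without MAT1A 3 its direction turned (adjusted p = 0.916). In the main setting with an estimated correlation, which was 0.57, camera gave an adjusted p of 0.700. Of 24 tested cholesterol synthesis genes, 3 fell and 0 rose (STARD4 -0.47, MVK -0.29, MSMO1 -0.22), also adjusted over the list alone. Camera gave an adjusted p of 0.158, or 0.554 with an estimated correlation, and 0.0273 without control 3, which makes the list a call. With the muscle covariate the direction of the list turned to up (adjusted p = 0.655). MVK lost its call without control 3 or MAT1A 1, and MSMO1 without control 1, control 3 or MAT1A 3 (adjusted p up to 0.0716 and 0.111).

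In the fatty acid list, 1 of 22 tested genes rose, ELOVL6 (log2 change 0.16), and 0 were called adjusted over the list alone (camera adjusted p = 0.146); with the replicate block 3 rose and 1 fell. ELOVL6 was not called without any library but MAT1A 1 (adjusted p up to 0.118). Of 23 tested apoptosis regulators, 2 rose (BID 0.18, BMF 0.29) and 3 fell (PMAIP1 -0.37, BIRC2 -0.17, MCL1 -0.13), with 2 and 4 adjusted over the list alone (camera adjusted p = 0.413). BMF lost its call without control 2, control 3, MAT1A 1 or MAT1A 3, and MCL1 without control 1 or control 3 (adjusted p up to 0.108 and 0.0812); BIRC2 was at -0.11 with the length and GC trend removed. Of 21 tested genes of ABC transporters and platinum handling, 2 rose and 0 fell, also adjusted over the list alone (camera adjusted p = 0.429), and 2 rose and 2 fell with the replicate block. They were the copper transporter gene SLC31A1 (0.15) and ABCC5 (0.17), of which the first was lost without control 3 and the second without control 1, control 3, MAT1A 1 or MAT1A 3 (adjusted p up to 0.0793 and 0.153). The genes that add, read or remove methyl groups were mostly not called. Among 15 tested genes of the DNA methylation machinery, 0 rose and 1 fell, GADD45A, and among 33 tested histone, arginine and RNA methyltransferase genes, 0 rose and 1 fell, WTAP (log2 change -0.25). Both counts were the same adjusted over the list alone (camera adjusted p = 0.521 and 0.413), and with the replicate block 3 methyltransferase genes rose and 2 fell. The DNA methylation list had a mean of -0.06, a camera direction of down and a median of 0.01, which ran from -0.005 to 0.015 when single libraries were left out (without MAT1A 1 and without MAT1A 2). WTAP, a subunit gene of the RNA adenosine methyltransferase complex, shares 298 bases of exon with SOD2 on the opposite strand, which fell by 0.21 on the log2 scale.

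Markers of other cell types were looked for in the same way, and transcripts of skeletal muscle stood out. The muscle list was drawn up after such transcripts were seen. All 29 tested muscle genes were lower in the MAT1A libraries, 23 of them called (27 adjusted over the list alone), with a median log2 change of -1.39 (camera adjusted p = 1.2e-15; adjusted p = 0.210 with an estimated correlation). Their median value was 18.4, 4.80 and 3.81 in control 1, 2 and 3 and 3.50, 1.95 and 1.31 in MAT1A 1, 2 and 3. HBB, the beta globin gene, showed a similar order, with 52.2, 33.9 and 26.2 in control and 27.4, 7.20 and 5.87 in MAT1A libraries; it was called (log2 change -1.66, adjusted p = 0.00537) although the groups overlapped, and not with the muscle covariate (-0.68, adjusted p = 0.385). Of the 3 tested blood cell markers, 2 fell (HBB and LAPTM5, -0.18), also adjusted over the list alone. The list did not pass (camera adjusted p = 0.146, or 0.394 with an estimated correlation). It became a call with the replicate block (adjusted p = 0.0376) and without MAT1A 1 (0.0138). LAPTM5 lost its call without control 2, control 3, MAT1A 1 or MAT1A 2 (adjusted p up to 0.133). Of the 7 tested fibroblast markers, 1 fell (COL1A1) and 0 rose, with 2 falling adjusted over the list alone and 4 with the replicate block. The fibroblast list's median was -0.28 (camera adjusted p = 0.0151; adjusted p = 0.310 with an estimated correlation), and without control 1 it was -0.06 and no longer called (adjusted p = 0.0530, the highest of the 6 leave-one-out fits), as with the muscle covariate (-0.034, adjusted p = 0.681). It was -0.16 without MAT1A 2 and -0.13 with the stricter filter of at least 5. Both tested hepatocyte markers fell, also adjusted over the list alone: SERPINA1 by a log2 change of -0.28 and FOXA2 by -0.58 (camera adjusted p = 0.00332; adjusted p = 0.123 with an estimated correlation). FOXA2 was not called without control 3 or MAT1A 1 (adjusted p up to 0.0654). Of the endothelial markers only ERG could be tested (log2 change 0.12, adjusted p = 0.570; 0.0455 to 0.198 when single libraries were left out), and 0 mitochondrially encoded genes were listed.

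**Figure D4:**
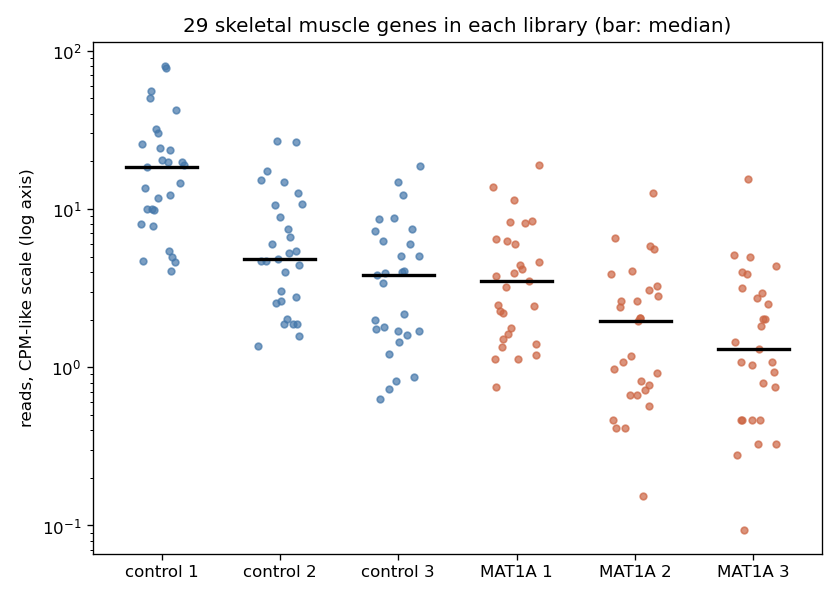
Values of 29 skeletal muscle genes in each library, in reads on the deposited CPM-like scale on a log axis, with 1 point per gene and a bar at the median. The median is 18.4 in control 1, between 3.50 and 4.80 in control 2, control 3 and MAT1A 1, and 1.95 and 1.31 in MAT1A 2 and MAT1A 3.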

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

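The edgeR fit on recovered reads, the muscle covariate, the removal of muscle genes and the length and GC correction, alone, with the replicate block or with library medians set back, were chosen after the data were seen. MAT1A was called under all 21 alternatives, with log2 changes from 8.93 (muscle covariate) to 10.7 (limma-voom), and from 9.09 to 10.2 when single libraries were left out. The count of 1468 genes stayed within 1.5 times under the 3 other scalings, edgeR, limma-voom, no filter, the stricter filter, the pseudocount of 0.1 and removal of the muscle genes, where it ran from 1351 to 1517. It moved further to 949 with DESeq2 (921 of them among the 1468) and to 2310 with the replicate block (all 1468 included). It was 456 with the muscle covariate (447 of them among the 1468; 107 higher and 349 lower), where the covariate takes 1 degree of freedom and goes partly with the groups. It was 2211 with the length and GC trend removed (1314 of them among the 1468), 2761 with the replicate block as well (1364) and 1879 with the trend removed and library medians set back (1357). It was 663 at an adjusted p under 0.01 and 193 at 1.5-fold or more. Leaving out single libraries gave 749 to 1656 genes. Fewer samples enter those fits, but leaving out control 1 (782) or control 3 (749) cost more than leaving out control 2 (1088), MAT1A 1 (1043) or MAT1A 2 (1311); the cause was not tested. The replicate block changed no call of a named gene and, besides that of the blood cell markers, no call of the fixed lists; of the lists chosen later it made a call of the nuclear copies of mitochondrial genes.

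Of the 27 lists, 16 passed camera in the main setting and 13 to 19 under the other scalings, filters, designs and leave-one-out fits, with 15 to 18 in the last of these. With an estimated correlation 1 list passed, fry called 15 by direction and 25 in its mixed form. The estimate rests on 6 libraries. For the epithelial junction, folate and heat shock lists it was -0.038, -0.019 and -0.002, below the preset 0.01. A higher correlation among members therefore does not account for the calls these lists lost. The other lists that lost their calls had estimates above 0.01, up to 0.87 for the ribosomal list. The muscle covariate ended the calls of the folate, heat shock and fibroblast lists. Lists not called in the main setting that passed camera or fry by direction elsewhere were cell cycle (without control 2, 0.0404; without MAT1A 1, 0.0330; length and GC removed, 0.0174, but 0.0655 with library medians set back), glycolysis (without control 3, 0.0074; without MAT1A 2, 0.00041; length and GC removed, 0.0408), cholesterol (without control 3, 0.0273), blood cell markers, and DNA methylation (0.0120) and the stress response list (0.0408) by fry, all adjusted p. The mixed form of fry called all lists but the ribosomal and hepatocyte ones (0.131 and 0.228). The stricter filter, which drops low members, moved the medians of the interferon, histone and fibroblast lists to -0.19, -1.59 and -0.13, and the length and GC correction that of the p53 list to -0.06. Directions turned only in lists that camera did not call. The stress response list turned to down with the muscle covariate (median log2 change 0.026, adjusted p = 0.811) and by fry (median 0.025, adjusted p = 0.0408). The cholesterol list turned to up with the muscle covariate (median 0.027, adjusted p = 0.655), and the glycolysis list to up without MAT1A 3 (median 0.040, adjusted p = 0.916; leave-one-out medians from -0.046 to 0.040). The cause was not tested. For named genes, 1912 results under alternatives kept direction and call, 150 kept direction but lost the call and 0 changed direction. Of the lost calls, 43 came with the muscle covariate, 14 with DESeq2 and 6 with library sizes that leave MAT1A out. In the last of these settings the median log2 change of all genes was -0.007. MAT1A held 0.179%, 0.181% and 0.191% of the reads in MAT1A 1, 2 and 3. Taking reads out of these libraries raises their other values. The lower median and the 6 lost calls therefore cannot be put down to MAT1A reads. Leaving out control 1, 2 or 3 cost 19, 11 and 23 calls, and leaving out MAT1A 1, 2 or 3 cost 14, 9 and 7. The covariate conditions muscle genes such as ATP2A1 on themselves, and why other genes lost their calls was not tested. With a pseudocount of 0.1 in place of 1, the log2 changes of the low-value genes ASNS, CRYAB and GPX2 were -1.2, -1.8 and 1.0. No scaling moved the median log2 change of all genes from 0.004 by more than 0.1. At these depths 3 reads are worth 0.140 to 0.172, so values of 1 or less rest on few reads.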

Other observations

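Chosen only after the result was seen were the circadian clock, squamous envelope, muscle and nuclear-copy lists, both tests of the muscle pattern, the length and GC test of the falling lists, the GC controls in the motif test, the muscle covariate on the ribosomal and oxidative phosphorylation genes, the setting back of library medians, and the count of splits for genes. Of 20 tested genes of the circadian clock, NR1D1, BHLHE41 and PER1 included, 12 fell and 0 rose. NOCT, a rhythmic phosphatase gene, fell from 27.1 ± 1.64 to 8.61 ± 0.42 (SD, n = 3; log2 change -1.55), DBP by a log2 change of -1.11, BHLHE40 by -0.74 and PER2 by -0.53. ARNTL, the gene of the BMAL1 activator, fell by 0.25 on the log2 scale, so members of the positive and the negative limb moved the same way. The list's median was -0.31 (camera adjusted p = 7.9e-18, or 0.00267 with an estimated correlation). Both were adjusted over the lists chosen later only, unlike those of the fixed lists. Having been picked on these data, the list is not independent evidence. RNA was taken at a single time, 48 h, so phase and level of a rhythm cannot be separated.

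Of 20 tested genes of the squamous cornified envelope, 15 rose and 0 fell (15 and 1 with the replicate block). S100A8, the partner of S100A9, rose from 2.23 ± 1.12 to 6.34 ± 1.33 (SD, n = 3; log2 change 1.23), KRT4, the partner keratin of KRT13, from 0.704 ± 0.41 to 2.61 ± 0.09 (1.11), and IVL, the gene of involucrin, from 18.6 ± 3.67 to 26.7 ± 2.32 (0.51). The median was 0.57 (camera adjusted p = 2.6e-17; adjusted p = 0.00293 with an estimated correlation), again on a list picked after its leading genes were seen. Of 8 tested nuclear copies of mitochondrial genes, 4 fell and 0 rose, and 4 fell and 2 rose with the replicate block, as adjusted over the list alone (camera adjusted p = 0.121; 0.00992 with the replicate block, which makes it a call; 0.354 with an estimated correlation).

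Skeletal muscle transcripts differed among the 3 control libraries, none of which received MAT1A: over 29 genes the median log2 ratio of control 1 to control 3 was 2.49 (quartiles 2.20 and 2.68). They were also higher in control than in the MAT1A library of the same number, by median log2 ratios of 2.41, 1.86 and 1.32 for numbers 1, 2 and 3. That pairing comes from the data and not from a label. Between control 3 and MAT1A 1 the median log2 ratio was 0.06 (quartiles -0.29 and 0.20). Whether MAT1A had an effect on top of the spread among controls therefore stays open. A further test, of MAT1A as the cause of the spread among controls, was written and then set aside, since no control library received MAT1A and it had no other possible outcome. A candidate explanation, beside an untested muscle programme in part of the cells, is a muscle source mixed into the libraries at different shares, and these cannot be told apart: the excess over the lowest library correlated across genes between control 1 and control 2 (Pearson r = 0.86 on the log2 scale), but both excesses subtract the same library and follow each gene's abundance, so a high r is expected under either. Human muscle and muscle of another organism cannot be told apart: the median of nuclear copies of mitochondrial genes ranged 7.46-fold between libraries, but their sum, mostly MTATP6P1, was 252, 280 and 254 in control 1, 2 and 3 and 303, 277 and 249 in MAT1A 1, 2 and 3, and the reads were not analysed here.

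The ribosomal protein and oxidative phosphorylation genes lay slightly above 0 together, with a median log2 change of 0.08 over 71 tested members, of which 4 of 39 and 6 of 32 were called. Across genes, the log2 change went with GC (rank correlation 0.24) and against exon length (-0.12), so short GC-rich transcripts were a candidate cause. With those trends removed the median was 0.093 (95% bootstrap interval over genes 0.076 to 0.101), and 0.074 (0.057 to 0.082) with library medians set back, which argues against them as the whole cause, and under the 3 other scalings its smallest value was 0.067. With the muscle covariate it was 0.059 (0.047 to 0.070). An effect of the plasmid and a difference in state between the cultures stay open: the estimated correlation among ribosomal members was 0.87, so they behave as few independent measurements.

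The NF-κB, immediate early and interferon lists fell together, with a median log2 change of -0.30 over 84 tested members. The muscle level does not account for it: the median was -0.35 with the muscle covariate (95% bootstrap interval -0.46 to -0.25) and -0.30 without control 1; nor does the length and GC trend, with a median of -0.29 (interval -0.37 to -0.21) once removed and -0.31 with library medians set back. Many of these genes carry AU-rich decay motifs in the 3' UTR (2 or more in 43.4% of members against 28.8% of other genes), and outside the lists genes with 2 or more motifs were lower than genes with none of like UTR length and level, by -0.050 (permutation p = 0.0001, the smallest that 10000 permutations can give). The difference was -0.014 (permutation p = 0.121) with GC also matched, -0.020 (0.0001) with the length and GC trend removed instead, and -0.0085 (0.334) with both, so whether the motifs play a part stays open, and -0.050 is far smaller than the fall of the lists. The intervals and the permutations treat genes as the units, so neither measures the spread between libraries. Genes are not independent: the estimated correlations in the NF-κB, immediate early and interferon lists were 0.27, 0.13 and 0.35. An effect of MAT1A and a difference between the plasmid preparations, which go with the groups, may be at work and were not separated.

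The 6 libraries can be divided 3 against 3 in 10 ways, too few for a share under 0.05. The real division was the 1 with the most genes, 1468, and the highest of the other 9 gave 0 (limma), with up to 666 at an unadjusted p under 0.05. For lists the real division was also the 1 with the most, 16, but the others gave up to 11 by camera with its preset correlation. Each of the other divisions mixes control and MAT1A libraries on both sides. It therefore keeps part of the group difference and also carries that difference as spread within each side. Neither the 0 genes nor the 11 lists are thus a baseline without a group difference. The other 3 divisions that part all same-numbered pairs gave 0 genes each.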
